A study of Mus musculus with 42 samples. Its data were reported in "Differential susceptibility to prenatal stress exposure in serotonin transporter-deficient female mice—an epigenetic exploration" (2025).

How the data were processed

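H3K4me3, the trimethylation of lysine 4 of histone H3 that marks promoters of active genes, was measured by chromatin immunoprecipitation and sequencing in hippocampal tissue of adult female mice. The mice were wildtype (5-Htt+/+) or heterozygous for a targeted allele of Slc6a4 (5-Htt+/-), the gene of the serotonin transporter. They were offspring of undisturbed dams (control, C) or of dams restrained late in gestation, and the stressed offspring were divided by the study, from a sociability test, into animals with affected (SA) and unaffected (SU) social behaviour. The groups were taken from the labels of the deposited samples, which give 1 sample per animal, so the replicates are separate animals. The study allowed more than 1 female pup per genotype from a litter, so animals can share a dam. Stress was applied to dams, while the tests here treat the animals as independent. Of 42 labelled samples, 36 were immunoprecipitated libraries, 6 in each of 6 groups, and 6 were input libraries, whose reads were not used here as separate values.

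The deposited table holds whole-number read counts per peak, with 1 column per animal, and 0 of its columns remained without a sample. According to the study's methods and the submitters' processing notes, the authors mapped paired-end reads to the GRCm38 (mm10) build with Bowtie2, called peaks with MACS2 and counted reads over a common set of peaks with DiffBind. The submitters' processing notes give Bowtie2 version 2.1.0 and DiffBind version 2.0.9, while the study names other versions of both. These deposited counts are not scaled between libraries. The lowest value in the table was 1, and 187 peaks held this value in all libraries, so a floor was applied before deposit. DiffBind applies such a floor when it subtracts input reads, and whether input was subtracted is not given in the sources used here. The labels list 1 input library per group, and if it was subtracted from all 6 libraries of its group, group differences can carry the noise of that library. A level near this floor is therefore an upper limit, and a fold against it depends on the floor. Polymerase chain reaction duplicates can be among the reads. The SDs given are between libraries, and standard errors and p-values come from a model that estimates the spread between libraries.

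Peaks were annotated with the GENCODE mouse release M21 on GRCm38. A peak within 1 kb of an annotated transcription start was called a promoter peak, and the remaining peaks were classed as exon, intron or intergenic. All 28310 peaks lay within the chromosome lengths of the reference. Intergenic peaks are named by the nearest gene.

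Differences were tested with edgeR 4.0.16 in R 4.3.3. Peaks were filtered with filterByExpr by group, which left 26194 peaks, library sizes were scaled with TMM factors (0.926 to 1.05), and 1 quasi-likelihood model with a mean for each of the 6 groups was fitted to all 36 libraries, so that all comparisons shared the estimate of the spread (biological coefficient of variation 10.6%). The interaction and the contrasts within genotypes follow the study, without covariates, while those of genotype and of prenatal stress over all groups, and the added ones, are not among its contrasts for RNA or H3K4me3. The test differs as well, since the study describes a negative binomial model with upper-quartile factors for RNA, and for H3K4me3 the DESeq2 method within DiffBind on peaks of its nominal genes. P-values were adjusted over all tested peaks by the Benjamini-Hochberg method, and an adjusted p under 0.05 was taken as passing. The tests are two-sided. Levels are given as CPM, the count of a peak relative to the scaled library total and differences as log2 values with their standard error (SE). The 9 planned contrasts were the interaction of genotype with SA against SU, SA against SU in each genotype, SA and SU against C in each genotype, the mean of the 5-Htt+/- groups against the mean of the 5-Htt+/+ groups, and the mean of the stressed groups against the mean of the controls. The contrasts between genotypes of SA minus C and of SU minus C were added after the data had been seen.

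Groups of genes were tested with camera at a correlation between genes of 0.01, using for each gene the promoter peak of highest mean level, with adjustment over the lists within a contrast. Calls were repeated with the correlation estimated from the data, and with fry, which asks whether the genes of a list move one way on balance. The lists covered the serotonin system, the glucocorticoid and stress axis, activity and plasticity genes, motile cilia, glutamate and GABA receptors, enzymes of H3K4 methylation, neurogenesis and cell division, excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia, endothelium and mural cells, and, as markers of tissue next to the hippocampus, choroid plexus, ependyma, and thalamus and habenula. Further lists held the differentially expressed genes of the study and the genes with nominal H3K4me3 differences in the study. Both were chosen by the study on the same or matching animals and are not independent evidence. Gapdh served as positive control of the immunoprecipitation. The 1484 genes with nominal RNA differences in the study were tested as a further set, with p-values adjusted over the promoter peaks of these genes alone.

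The named genes follow a rule written before the data were examined. It names, per contrast, up to 10 passing peaks per direction by size, filled to 5 per direction with the peaks of lowest p as values that did not pass, together with every Slc6a4 peak, Gapdh, the protein-coding differentially expressed genes of the study and the genes of its H3K4me3 results. From each gene list that passed, the 4 members of lowest p are named. Peaks named outside this rule were chosen after their values were seen, which holds for the Pgk1 promoter peak, for Xist and for other X-linked genes. A gene that the rule names is not reported here.

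The test was checked on simulated counts drawn with the means and library sizes of the data, with 200 peaks changed by known amounts. For SU against C in 5-Htt+/+ mice, over 25895 simulated peaks tested, 34% of the peaks changed by a log2 difference of 0.25 were recovered, 52% at 0.5, 78% at 1 and 96% at 2, and 6 of 136 calls were unchanged peaks. For the interaction of genotype, prenatal stress and sociability 2%, 44%, 64% and 84% were recovered at these sizes, and for genotype 62%, 78%, 96% and 100%. In a separate draw with 12 genes moved by a log2 difference of 0.2 in 5-Htt+/+ SU, the list test called 0 of the unmoved lists. Peaks were drawn independently, so this could not show false calls from correlated genes. In the data the estimated correlation of a list reached 0.309.

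Depth and similarity of the libraries were compared with permutation tests of 100000 resamples and with principal components of log2 CPM, computed with a prior count of 2. Alternatives to each result were DESeq2 1.42.0, the edgeR likelihood ratio test with upper-quartile factors, limma 3.58.1 voom with quality weights, RLE factors, cyclic loess scaling with limma-trend, no filter, a mean of at least 50 reads per library, the replicate number as a block, 2 surrogate variables from sva 3.50.0, only the groups of a contrast, and each library left out in turn. All of these were fixed before the data were examined. Chosen after seeing the data were the omission of 3 libraries of under 8 M reads (5-Htt+/+ SU replicate 1, 5-Htt+/- SU replicates 3 and 4), the log2 total as a covariate, autosomal peaks only, and the serotonin list without Slc6a4. The groups were also exchanged between libraries in 100 splits per comparison, the real one included.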

Results

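H3K4me3 was profiled in the hippocampus of 36 female mice, 6 in each of 6 groups formed by the 5-Htt genotype (5-Htt+/+ or 5-Htt+/-) and by prenatal stress with its behavioural outcome (C, SA or SU). The table covered 28310 peaks with a median length of 997 bp. Promoters held 62.1% of the peaks and 95.0% of the counts, introns 13.8% of the peaks, exons 4.01% and intergenic sequence 20.1%. The total count per library (M, mega) ranged from 3.86 to 32.3 M with a median of 17.1 M. Means were 18.2 ± 3.57 M in 5-Htt+/+ C, 15.5 ± 4.28 in 5-Htt+/+ SA, 14.6 ± 6.49 in 5-Htt+/+ SU, 17.3 ± 8.77 in 5-Htt+/- C, 20.5 ± 8.46 in 5-Htt+/- SA and 16.0 ± 9.02 in 5-Htt+/- SU (SD, n = 6 each). Totals did not differ between the groups beyond their spread (permutation p = 0.747). Gapdh, a glycolytic gene active in all cells and the positive control of the immunoprecipitation, had a promoter level of 129.8 ± 5.29 CPM over the 36 libraries (6:125163928–125166532, GRCm38), with a range of 112.6 to 139.6.

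The libraries separated by their total count over peaks rather than by group. How far this total reflects sequencing, mapping or the yield of the immunoprecipitation was not tested. The first principal component held 25.4% of the variance and followed the log2 total with a Pearson r of 0.95 and a Spearman rho of 0.911 over the 36 libraries (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Without the 2 libraries farthest from the median depth r was 0.916, and it was 0.948 within 5-Htt+/+ and 0.966 within 5-Htt+/- mice. The first component did not differ between the groups beyond their spread (permutation p = 0.406), nor did the second, with 13.7% of the variance (p = 0.544). None of the 90 pairs of libraries within groups held identical values or agreed within sampling noise (chi-square per degree of freedom of at least 2.78), so none was treated as a library deposited more than once.

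The genotype comparison asks what H3K4me3 differs between mice that carry the targeted 5-Htt allele and their wildtype counterparts. Slc6a4, the targeted gene, was read first in every library. Its main promoter peak (11:76997340–76998958) had 14.4 ± 3.35 CPM in 5-Htt+/+ and 14.5 ± 3.28 CPM in 5-Htt+/- mice (SD, n = 18 each), a log2 difference of 0.02 (SE 0.09, p = 0.811). Within 5-Htt+/+ mice this peak had 16.5 ± 2.73 CPM in C, 15.2 ± 2.08 in SA and 11.4 ± 3.15 in SU, and within 5-Htt+/- mice 13.8 ± 5.19 in C, 15.8 ± 2.16 in SA and 14 ± 1.49 in SU (SD, n = 6 each). SU against C of 5-Htt+/+ mice had a log2 difference of −0.49 (SE 0.16, adjusted p = 0.312) and SA against SU one of 0.37 (SE 0.16, adjusted p = 0.547), neither passing, and with 2 surrogate variables they were −0.15 and 0.089. In the remaining contrasts this peak had differences of −0.12 to 0.21, and outside the genotype contrast 0 of the Slc6a4 peaks passed. Farther into the gene, H3K4me3 rose in 5-Htt+/- mice on either side of the exon that holds the start codon (77010332–77010783). The peak before it (11:77009157–77009522), at the start of the short transcript Slc6a4-203, had 5.12 ± 0.899 CPM in 5-Htt+/- against 0.142 ± 0.0927 in 5-Htt+/+ mice, and the intron peak after it (11:77010947–77011656) had 5.45 ± 1.14 against 0.329 ± 0.403. Pgk1, an X-linked gene of glycolysis, rose as well, by a log2 difference of 4.92 at a peak over its 3′ end (X:106203657–106204097; 6.60 ± 1.26 against 0.219 ± 0.136 CPM) and by 0.31 at its promoter (X:106186574–106188359; 49.3 ± 3.2 against 39.7 ± 2.88 CPM).

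**Figure D1:**
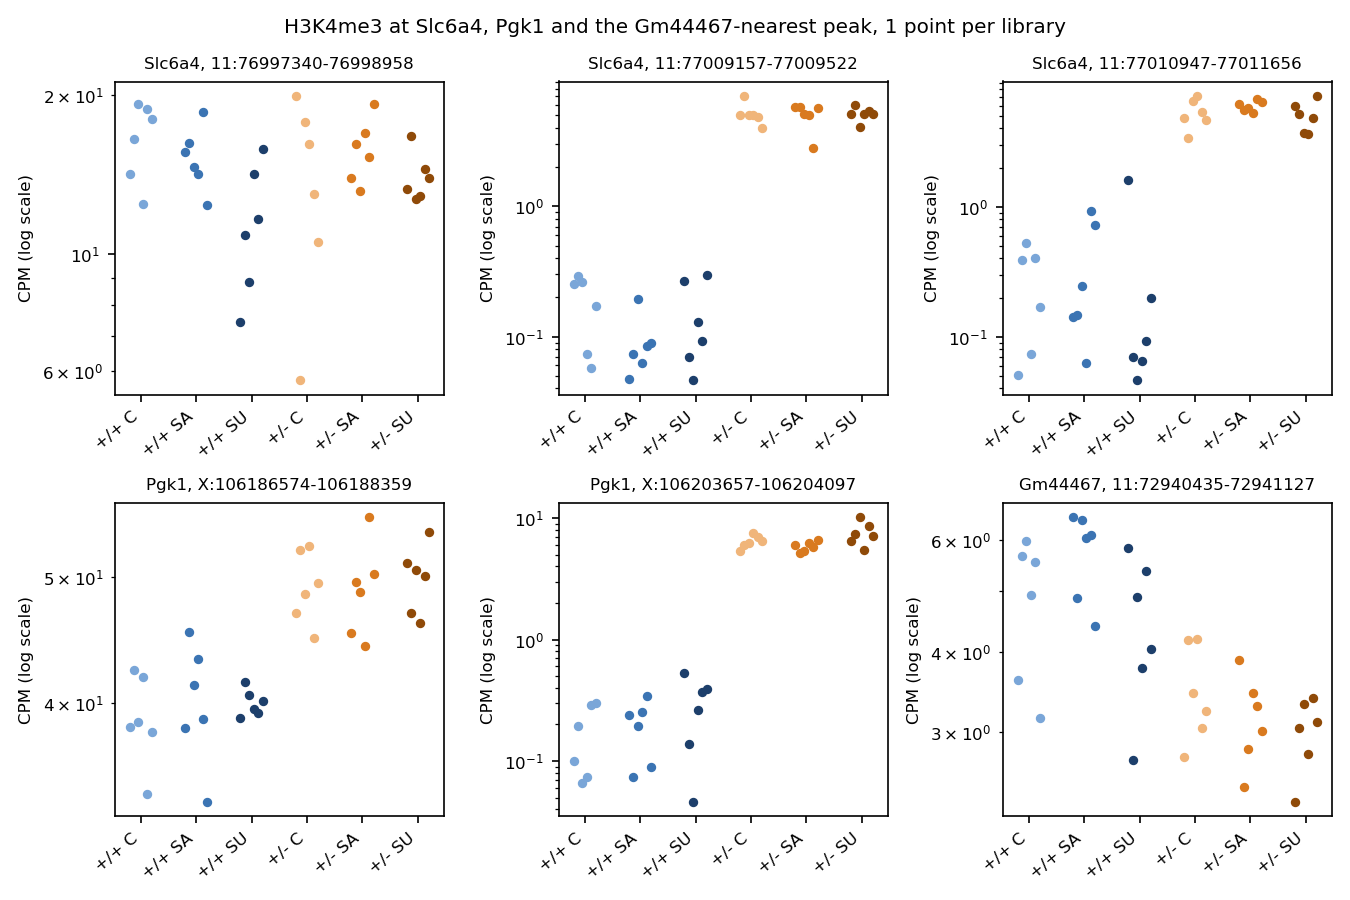
H3K4me3 in CPM (log axis) at the Slc6a4, Pgk1 and Gm44467-nearest peaks, with 1 point per library and 6 libraries per group. At the peaks starting at 77009157, 77010947 and 106203657 all 18 5-Htt+/- libraries lie above the highest 5-Htt+/+ library, while the main Slc6a4 promoter peak (76997340) overlaps between genotypes.

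The log2 differences were 5.17 (SE 0.18, adjusted p = 8.52e-29) and 4.43 (SE 0.23, adjusted p = 5.64e-21) at the inner Slc6a4 peaks, and those of Pgk1 had adjusted p-values of 1.11e-29 at the 3′ end (SE 0.17) and 4.56e-08 at the promoter (SE 0.04), by the edgeR quasi-likelihood test. At the inner Slc6a4 peaks and the Pgk1 3′ end, 18 of 18 5-Htt+/- libraries exceeded every 5-Htt+/+ library, as did 15 of 18 at the Pgk1 promoter. In 11, 7 and 5 of the 18 5-Htt+/+ libraries the inner Slc6a4 peaks and the Pgk1 3′ end stood at the floor of 1 read, so the size of these differences depends on that floor.

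A further peak fell in 5-Htt+/- mice. It is intergenic, nearest to the microRNA gene Gm44467 (11:72940435–72941127), 4.07 Mb from Slc6a4, with 3.21 ± 0.519 against 4.99 ± 1.2 CPM (log2 −0.63, SE 0.11, adjusted p = 0.0014, lower than the 5-Htt+/+ median in 18 of 18 libraries). The 5 passing peaks, 4 higher and 1 lower, were 3 of 434 tested peaks within 10 Mb of Slc6a4, of which 2 are peaks of Slc6a4 itself, and 2 elsewhere. Peaks near Ggt6, Begain and Gm16048 were higher (log2 0.77, 0.17 and 0.36) and peaks at Hdac4, Inpp5a, Chst8 and Pitpnm3 lower (−0.13, −0.11, −0.34 and −0.18) without passing. The peak near Ggt6 starts at 11:72429167, on the chromosome of Slc6a4 and close to the Gm44467-nearest peak.

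**Figure D2:**
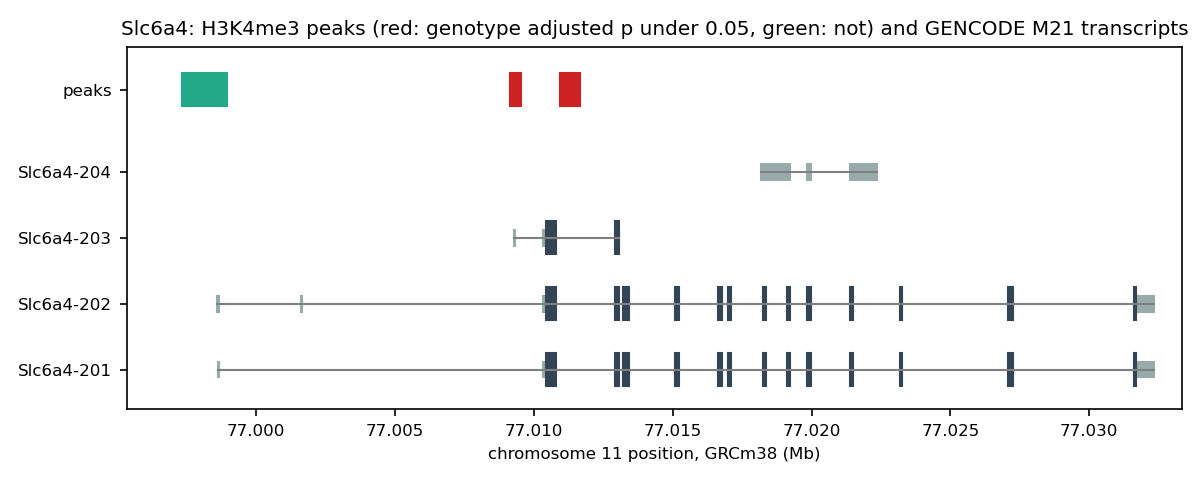
Map of Slc6a4 on chromosome 11 (GRCm38, position in Mb) with the 3 H3K4me3 peaks and the annotated transcripts, coding sequence drawn taller than untranslated exons. The peaks that differ between genotypes (red) flank the exon with the start codon at 77010441, and the main promoter peak (green) does not differ.

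The interaction of genotype, prenatal stress and sociability asks whether the difference between SA and SU mice depends on genotype. Its values are the log2 difference of SA against SU in 5-Htt+/+ mice minus that in 5-Htt+/- mice, so a higher peak has the larger difference in 5-Htt+/+. The promoter of Best3, a chloride channel gene of the bestrophin family, had the largest log2 difference among the named peaks (1.17, SE 0.27, adjusted p = 0.881). Also higher were Rxra, a retinoid X receptor (0.44), Slc45a4 (0.38), Rasgef1a (0.36) and Ttc7b (0.30). On the lower side were Mtmr4 (−0.32), Ptprt, a receptor tyrosine phosphatase gene of the brain (−0.26), Tvp23b (−0.25), Mcfd2 (−0.25) and E130308A19Rik (−0.25). None of these passed. Kif14, the mitotic kinesin that the study singled out, had 0.21 (SE 0.16), Otop2 0.59 (SE 0.26) and Mum1 −0.19 (SE 0.08), all with an adjusted p of 0.993. Mum1 is the gene that the study lists as Pwwp3a, and its H3K4me3 results give the opposite sign for this interaction. The study also lists it as lower in SU than in C of 5-Htt+/+ mice. There this promoter averaged 54.25 ± 2.93 CPM in SU and 54.68 ± 2.84 in C. By edgeR 0 of 26194 peaks passed and 1052 had an unadjusted p under 0.05 (594 higher, 458 lower), while DESeq2 called 0, the likelihood ratio test 3 and voom 2. In simulated counts this contrast recovered 2% of peaks changed by a log2 difference of 0.25 and 44% at 0.5, so most differences of these sizes would go undetected.

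SA and SU mice were next compared within each genotype. In 5-Htt+/+ mice the promoter of Tcp11, a testis-expressed gene, was higher in SA (log2 0.48, SE 0.10, adjusted p = 0.204), as were Best3 (0.75) and peaks at D630023F18Rik (0.89), near Kcne1l (1.05) and near Mir692-1 (0.99). Slc25a10, a mitochondrial dicarboxylate carrier, was lower in SA (−0.26), with Igbp1 (−0.26), Prps1, an enzyme of nucleotide synthesis (−0.23), E130308A19Rik (−0.22) and Metap1 (−0.19). Otop2 had a log2 difference of 0.46 (SE 0.18, adjusted p = 0.547). By edgeR 0 peaks passed and 2301 had an unadjusted p under 0.05, with 1 call by DESeq2, 1 by voom and 0 by the likelihood ratio test.

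In 5-Htt+/- mice, genes of neurogenesis and cell division rose in SA against SU as a group, with 14 of 18 promoters higher (camera adjusted p = 0.0133; adjusted p = 0.21 with an estimated correlation). Among them were Eomes, a transcription factor of neuronal progenitors (log2 0.39, SE 0.17), Neurog2 (0.23), Cdk1, the kinase that drives mitosis (0.24), and Igfbpl1 (0.37), with 0 members passing over all peaks and 0 when adjusted over the list alone. Thalamus and habenula genes, markers of tissue next to the hippocampus, had 12 of 14 promoters higher in the same comparison without passing (camera adjusted p = 0.056; adjusted p = 0.0313 with all promoter peaks of a gene summed), and oligodendrocyte genes 10 of 13 (adjusted p = 0.19). Glutamate and GABA receptor genes had 24 of 32 promoters lower (camera adjusted p = 0.056) and excitatory neuron genes 11 of 14 (adjusted p = 0.11, 1 member passing when adjusted over the list alone), neither list passing. Outside the list, Tuba8, an alpha tubulin gene (0.31), Ptprt (0.21), Rapgef3 (0.17), a Nxph1 exon peak (0.57) and Gm33460 (1.34) were higher in SA, and Slc45a4 (−0.28), Rxra (−0.35), Clec2l (−0.24), Qk (−0.25) and 5730522E02Rik (−0.22) lower, each with an adjusted p of 0.998. By edgeR 0 peaks passed and 1268 had an unadjusted p under 0.05. DESeq2 and the likelihood ratio test called 0 and voom 1, and with only the libraries of these 2 groups in the fit 12 passed.

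SA mice of the 5-Htt+/+ genotype were then set against their controls. Higher in SA were promoters of Zbtb18, a repressor needed for cortical development (log2 0.29, SE 0.08), Wwp2, a ubiquitin ligase (0.23), Dmwd (0.21) and Gdf11, a growth factor (0.19), and an intron peak of Gap43, a gene of axonal growth (0.59). Npas3, a neuronal transcription factor (−0.18), Hcn4, a pacemaker channel (−0.19), Chaf1a, a chromatin assembly factor (−0.21), Prdm11 (−0.22) and a peak near Gm48835 (−0.54) were lower. None passed by edgeR (0 peaks), and 537 had an unadjusted p under 0.05, with 0 calls by DESeq2, the likelihood ratio test and voom, and 7 with only these 2 groups in the fit.

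SU mice against controls of the 5-Htt+/+ genotype had the most peaks at an unadjusted p under 0.05 of the 9 planned contrasts. The promoter of Hcn4 (9:58822288–58824077) had 55.5 ± 5.19 CPM in SU and 69.8 ± 4.20 in C (SD, n = 6 each), with each SU library below each C library, a log2 difference of −0.32 (SE 0.06). Its adjusted p, 0.05 after rounding, lay just above the threshold and ranged from 0.00119 to 0.603 over 49 other settings, 17 of which passed. Alk, a receptor kinase of neuronal development (−0.39), Gdf7 (−0.58), Tmprss2 (−0.88) and a peak near Gm17032 (−0.72) were lower as well, and the ribosomal protein genes Rpl35a (0.25) and Rps15a (0.22), with Lyrm7 (0.23), Gatad2a (0.23) and Tmem41b (0.22), were higher, without passing. Kif14, which the study lists as nominally lower in SU in this comparison, had 15.4 ± 2.92 CPM in SU and 19 ± 2.49 in C at its promoter (1:136465873–136466769). Its log2 difference was −0.27 (SE 0.11), with an unadjusted p of 0.0235 and an adjusted p of 0.38 by the edgeR test. Over 49 other settings this difference ranged from −0.33 to −0.11, the latter with 2 surrogate variables, and its adjusted p from 0.204 to 0.993.

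**Figure D3:**
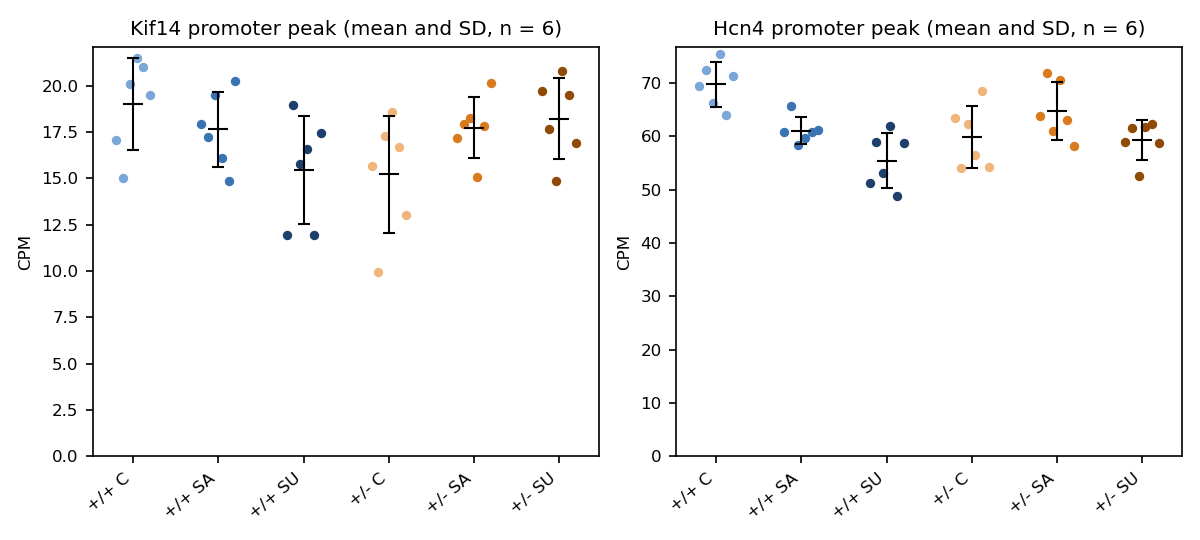
H3K4me3 in CPM at the Kif14 and Hcn4 promoters, with 1 point per library and the mean and SD of 6 libraries per group in black. In 5-Htt+/+ mice Kif14 averages 19 in C and 15.4 in SU, and in 5-Htt+/- mice 15.2 in C and 18.2 in SU; Hcn4 averages 69.8 in 5-Htt+/+ C and 55.5 in 5-Htt+/+ SU.

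Of the gene lists, 6 fell and 1 rose in SU against C of 5-Htt+/+ mice by camera, and 0 of the 7 calls held with an estimated correlation. Neurogenesis and division genes fell (adjusted p = 0.0167; adjusted p = 0.16 with an estimated correlation), with 11 of 18 lower, among them Kif23, a kinesin of cell division (−0.24), Neurog2 (−0.29), Kif14 and Eomes (−0.40). Inhibitory neuron genes fell (adjusted p = 0.0167; adjusted p = 0.16 with an estimated correlation), with 9 of 11 lower, and 2 passed when adjusted over the list alone against 0 over all peaks: the neuropeptide gene Npy (−0.42, SE 0.12) and Reln, the gene of an extracellular guidance protein (−0.23, SE 0.07). Pvalb had −0.21 and Dlx1 −0.15, a direction that Dlx1 loses with loess scaling. Oligodendrocyte precursor genes fell too (adjusted p = 0.0174; adjusted p = 0.221 with an estimated correlation), with C1ql1 (−0.30), Pdgfra (−0.24), Cspg5 (−0.06) and Sox10 (−0.16).

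Markers of tissue next to the hippocampus moved in the same comparison. Thalamus and habenula genes fell (adjusted p = 0.0167; adjusted p = 0.16 with an estimated correlation), with Irx2 (−0.64), Pou4f1 (−0.33), Prkcd (−0.18) and Gbx2 (−0.48), and ependymal genes fell (adjusted p = 0.0212; adjusted p = 0.16 with an estimated correlation), with 4 of 5 lower, among them the cilia regulator Foxj1 (−0.20), which passed when adjusted over the list alone, Pifo (−0.32), Fam183b (−0.33) and Dynlrb2 (−0.07). Enzymes of H3K4 methylation rose, with 18 of 21 higher (adjusted p = 0.0167; adjusted p = 0.374 with an estimated correlation): the demethylase gene Kdm5c (0.21), the methyltransferase genes Kmt2c (0.18) and Kmt2a (0.17), and Cxxc1 (0.14). Kdm5c is X-linked, and without 1 C library that lacked H3K4me3 at Xist (replicate 4) its difference was 0.11 (SE 0.06). The differentially expressed genes of the study fell (adjusted p = 0.0174; adjusted p = 0.16 with an estimated correlation), with Otop2 (−0.47), Kif14 (−0.27) and Mapk15 (−0.32) lower and Gm21974 (0.07) higher, but the study chose this list and only 5 of its 23 genes had a tested promoter peak. By edgeR 0 peaks passed in this comparison and 3121 had an unadjusted p under 0.05 (1408 higher, 1713 lower), with 2 calls by DESeq2, 2 by the likelihood ratio test and 0 by voom. Without 5-Htt+/+ SU replicate 6, 55 peaks passed.

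Neurogenesis and division genes rose as a group in SA mice of the 5-Htt+/- genotype against their controls (camera adjusted p = 0.000312; adjusted p = 0.0326 with an estimated correlation), with 14 of 18 promoters higher, among them Eomes (0.48, SE 0.17), the mitotic kinase gene Aurkb (0.16), Kif23 (0.16) and Cdk1 (0.22), and 0 passed when adjusted over the list alone. By fry this list had an adjusted p of 0.112. By camera its adjusted p was 0.009 with 2 surrogate variables, 0.000353 with the replicate block and 0.00027 with all promoter peaks of a gene summed. At least 1 list call was reached in 81 of 100 splits for this contrast, the real one included. The splits counted list calls and did not weigh how low the p of a list was. Lower in SA without passing were the neural transcription factor gene Pou3f3 (−0.25), Ttc7b (−0.23), Fam189a2 (−0.28) and Slc45a4 (−0.27). Higher were Mrps17, of the mitochondrial ribosome (0.21), Fst, an activin antagonist (0.26), Vaultrc5 (0.30), Lncppara (0.24) and a peak near Trim27 (0.40). By edgeR 0 peaks passed and 855 had an unadjusted p under 0.05. DESeq2 called 0, voom 2 and the likelihood ratio test 11, and without 5-Htt+/- C replicate 4 the edgeR count was 30.

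In SU against C of 5-Htt+/- mice, activity and plasticity genes fell as a group, with 20 of 24 lower (camera adjusted p = 0.0429; adjusted p = 0.594 with an estimated correlation). Arc, an immediate early gene of synaptic plasticity (−0.18, SE 0.06), passed when adjusted over the list alone and not over all peaks, and Egr1 (−0.12), Nr4a1 (−0.16) and Ier2 (−0.12) were also lower. Lists that did not pass had lower medians than the −0.024 of this list, with −0.12 for oligodendrocytes (10 of 13 lower, 2 members passing when adjusted over the list alone, camera adjusted p = 0.204), −0.118 for endothelium and mural cells (11 of 14 lower, adjusted p = 0.289), −0.069 for oligodendrocyte precursors (adjusted p = 0.204) and −0.074 for the stress axis (adjusted p = 0.0583). The stress axis had adjusted p = 0.0137 with all promoter peaks of a gene summed, adjusted p = 0.0392 with the replicate block, adjusted p = 0.0482 with 2 surrogate variables and adjusted p = 0.477 with an estimated correlation. Pde4a, a phosphodiesterase (−0.57), Pigz (−0.52), Ngdn (−0.38), Spock1 (−0.27) and Pou3f3 (−0.23) were lower without passing. An intron peak of Epb41l4a (0.83), an exon peak of Phactr1 (0.77), an intron peak of the splicing regulator Rbfox1 (0.43), Magohb (0.21) and the peak near Trim27 (0.48) were higher. Kif14 had a log2 difference of 0.27 (SE 0.12) and Mum1 one of −0.16 (SE 0.06), both with an adjusted p of 1. For Kif14 the difference ranged from 0.16 (voom) to 0.32 over 49 other settings, with adjusted p-values of 0.414 to 1, and it was 0.18 without 5-Htt+/- C replicate 2. That library and C replicate 6 had 9.95 and 13.0 CPM, the other C libraries 15.7 to 18.6. By edgeR 0 peaks passed and 1061 had an unadjusted p under 0.05, with 0 calls by DESeq2 and the likelihood ratio test and 2 by voom.

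Averaged over both genotypes, genes of the glucocorticoid and stress axis fell in prenatally stressed mice, with 16 of 21 lower. The camera adjusted p was 0.0153, with 0.137 for an estimated correlation and 0.27 by fry. It was 0.00865 with 2 surrogate variables and 0.00933 with the replicate block. Per1, a clock gene that glucocorticoids induce (−0.09, SE 0.03), Zbtb16 (−0.08), the gene of the corticotropin-releasing hormone binding protein Crhbp (−0.19) and Dusp1 (−0.06) had the lowest p-values. Within genotypes this list did not pass against C by camera. The adjusted p was 0.486 for SA and 0.169 for SU in 5-Htt+/+, and 0.431 and 0.0583 in 5-Htt+/-. For SU against C in 5-Htt+/+ mice 11 of 21 promoters were higher. For the pooled contrast, at least 2 list calls were reached in 41 of 100 splits, a count that does not weigh the p of a single list. Oligodendrocyte precursor genes fell as well (adjusted p = 0.0203; adjusted p = 0.36 with an estimated correlation), with Olig1 (−0.11), Sox10 (−0.13), Pdgfra (−0.13) and Lhfpl3 (−0.08), and in both lists 0 members passed when adjusted over the list alone. Thalamus and habenula genes had a median of −0.065, against −0.03 for the stress axis, without passing (camera adjusted p = 0.0743; adjusted p = 0.0318 with all promoter peaks of a gene summed). Single peaks that did not pass were Pcdh17, a cell adhesion gene (0.20), Zfp951 (0.35), Usp45 (0.14), Tmem41b (0.12) and Sec61g (0.10) on the higher side, and Ugt8a, an enzyme of myelin lipid synthesis (−0.14), 4930442P19Rik (−0.57), 4930404H24Rik (−0.12), Gm19439 (−0.38) and a peak near Gm29431 (−0.46) on the lower. The edgeR test passed 0 peaks, and 966 had an unadjusted p under 0.05, with 0 calls by DESeq2 and the likelihood ratio test and 15 by voom.

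The difference between genotypes was then tested for the stress effects themselves, in contrasts chosen after the data had been seen. For SA minus C, 13 promoters differed between the genotypes, each with a larger value in 5-Htt+/+ mice. The promoter of Slc45a4, a transporter gene of the solute carrier family, had 68.3 ± 3.03 CPM in C and 80.4 ± 5.29 in SA of 5-Htt+/+ mice, against 85.0 ± 11.9 in C and 70.3 ± 5.40 in SA of 5-Htt+/- mice (SD, n = 6 each), a log2 difference of 0.51 (SE 0.09, adjusted p = 0.0129). Zbtb18 (0.58), Fam189a2 (0.51), the methyl-DNA binding gene Mbd2 (0.51), the RNA-binding gene Qk (0.45), the kinase gene Dyrk1a (0.45), Wwp2 (0.43), Ryk, a Wnt receptor (0.41), Dmwd (0.39), 5730522E02Rik (0.39), Pou3f3 (0.37) and Ttc7b (0.36) were also among them, and adjusted p-values of the 13 reached up to 0.0491. In every one of the 13, all 6 5-Htt+/- SA libraries lay below the median of their controls and at least 5 of 6 5-Htt+/+ SA libraries above theirs. The peaks were selected by this difference in the same libraries, so these positions describe them and are not separate evidence. The count fell to 0 without 5-Htt+/- C replicate 6 and was 66 without 5-Htt+/- C replicate 4. For SU minus C, 0 peaks passed by edgeR and 1860 had an unadjusted p under 0.05. Kif14 had a difference of −0.54 there, as 5-Htt+/+ minus 5-Htt+/- (SE 0.16, adjusted p = 0.703) and Otop2 one of −0.75 (SE 0.26, adjusted p = 0.703).

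The genes that the study selected by nominal RNA differences were tested as a set, of which 793 had a tested promoter peak. Over their 918 promoter peaks, 137 (14.9%) had an unadjusted p under 0.05 for SU against C and 89 (9.70%) for SA against SU in 5-Htt+/+ mice, and 30 (3.27%) for the interaction of genotype, prenatal stress and sociability. Over all 26194 tested peaks the same shares were 11.9%, 8.78% and 4.02%. When adjusted over the list alone 1 peak passed in the 9 contrasts, the promoter of Slc45a4 and 1700010B13Rik for SA against SU in 5-Htt+/- mice, which did not pass over all peaks. With DESeq2 on these peaks alone 10 passed over the 9 contrasts, 6 of them for SU against C in 5-Htt+/+ mice, and with the likelihood ratio test and scaling factors from these peaks 22, of which 15 in that contrast. The study chose these genes, so counts adjusted over the list alone are not independent evidence. Of the genes of its H3K4me3 results, A230001M10Rik had log2 differences of −0.82 (SE 0.35, adjusted p = 0.999) and −0.89 (SE 0.36, adjusted p = 1) in SA and SU against C of 5-Htt+/- mice at the peak 3:102263340–102263921, and Entpd1 0.55 (SE 0.27, adjusted p = 1) for SU against C of 5-Htt+/- mice at 19:40737055–40737598. Over the other settings these differences ranged from −1.06 to −0.41, from −1.12 to −0.53 and from 0.24 to 0.68, without passing. The study listed A230001M10Rik for SU against C of 5-Htt+/+ mice. There the peak starting at 102263340 averaged 1.54 ± 0.52 CPM in SU and 1.61 ± 0.64 in C. The other promoter peak of A230001M10Rik averaged 2.76 ± 0.36 and 3.06 ± 0.50 in these groups. In 5-Htt+/- mice that other peak had 3.08 ± 1.49 in C, 2.87 ± 1.04 in SA and 2.24 ± 0.34 in SU. In the same mice the Entpd1 peak starting at 40737055 averaged 2.36 ± 0.53 CPM in SU and 1.57 ± 0.54 in C. The Entpd1 promoter peaks starting at 40611465 and 40659604 were stronger. They averaged 50.95 ± 4.87 in SU against 52.63 ± 6.27 in C, and 24.54 ± 2.65 against 22.79 ± 2.06. The study lists this gene as lower in SU in this comparison, and its list gives no peak position. The tested promoter peak of 1700010B13Rik, also on the study's H3K4me3 list, is that of Slc45a4. The study lists it as higher in SA than in SU of 5-Htt+/+ mice, where this peak had 0.093 (SE 0.065, adjusted p = 0.651). Over the 9 planned contrasts it ranged from −0.28 to 0.38, with 6 of 9 values at an unadjusted p under 0.05. It passed in the added contrast of SA minus C, as given above for Slc45a4. Over the planned contrasts Uvrag ranged from −0.39 to 0.29, Rsph14 from −0.52 to 0.35 and Gm26965 from −0.10 to 0.063, with 0 values passing there for any of these genes. Among the remaining lists, which did not pass in any contrast, the lowest camera adjusted p over the contrasts was 0.056 for glutamate and GABA receptors, 0.0572 for the serotonin system, 0.101 for astrocytes, 0.11 for excitatory neurons and for choroid plexus, 0.141 for motile cilia, 0.168 for endothelium and mural cells, 0.19 for oligodendrocytes, 0.278 for microglia and 0.431 for the genes of the study's H3K4me3 results. With all promoter peaks of a gene summed, the serotonin system was higher in 5-Htt+/- mice (adjusted p = 0.00224) and lower in SU than in C of 5-Htt+/+ mice (adjusted p = 0.0253). Slc6a4 is in this list, and without it these values were adjusted p = 0.0542 and adjusted p = 0.0837.

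The Xist promoter (X:103481134–103483542), of the RNA that coats the inactive X chromosome, was singled out after its values were seen. It had 70.7 ± 4.58 CPM in 35 libraries (SD; range 63.4 to 79.5) and 0.22 CPM, from 3 reads, in 5-Htt+/+ C replicate 4. Kdm6a, Kdm5c, Eif2s3x and Ddx3x, X-linked genes known to escape inactivation, stood in that library at ratios of 0.56, 0.581, 0.586 and 0.495 to the mean of the others, below all of them. The library was kept in its group, and its level of 0.0734 CPM at the Slc6a4 peak starting at 77009157 lay in the range of 5-Htt+/+ libraries.

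**Figure D4:**
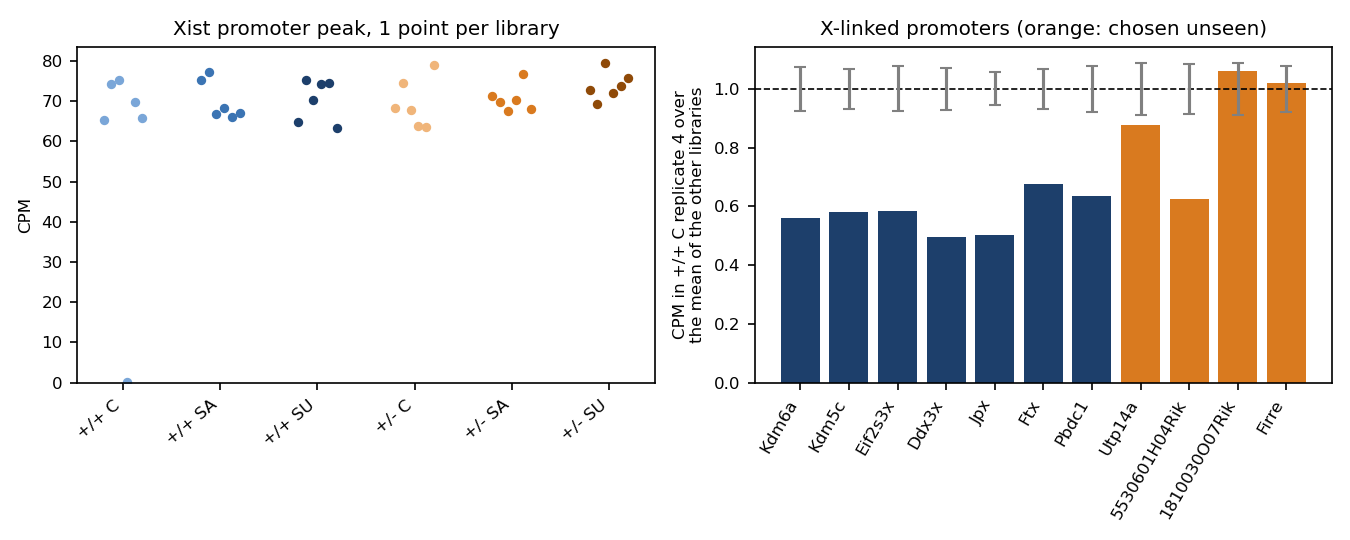
Left, Xist promoter level in CPM with 1 point per library, where all libraries but 1 lie between 63.4 and 79.5. Right, the ratio of 5-Htt+/+ C replicate 4 to the mean of the other 35 libraries at X-linked promoter peaks, with grey bars for the relative SD of those libraries; orange genes were chosen before their values were seen.

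**Figure D5:**
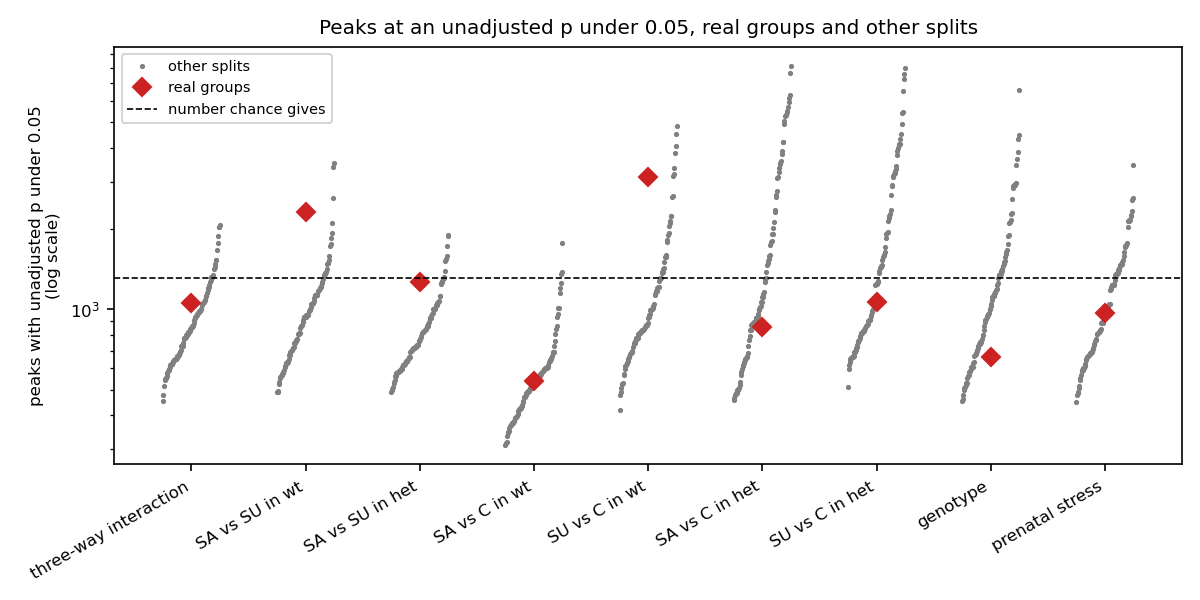
Number of peaks at an unadjusted p under 0.05 (log axis) for the real groups (red) and for other splits of the same libraries (grey, ordered by value), per comparison, with wt for 5-Htt+/+ and het for 5-Htt+/-. The dashed line is the number chance gives, 1310; SU against C of 5-Htt+/+ mice stands at 3121 and the highest of its other splits at 4855.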

Values the study reported

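The study reported 1484 genes with nominally significant differences in hippocampal RNA for the interaction of genotype, prenatal stress and sociability, of which 23 remained after correction for multiple testing. In its H3K4me3 analysis of the 1484 genes, it found 19 nominally significant fragments, none of which survived the correction. Among them was Kif14, with a lower H3K4me3 level in SU 5-Htt+/+ mice.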

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

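The tests of shared reads, labels, depth and linked sequence at the genotype peaks, of a swap and of a male animal for the library without H3K4me3 at Xist, and of depth, level trend and unnamed variation for SU against C were chosen after the result was seen, as was the contrast of SA minus C between genotypes; the remaining tests were written before.

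H3K4me3 appeared in 5-Htt+/- mice at the inner Slc6a4 peaks and at the 3′ end of Pgk1, genes on different chromosomes. The tables argue against reads shared between the peaks, whose reference sequences have 0 words of 31 bases in common, against a mislabelled sample, since at least 18 of 18 5-Htt+/- libraries lay above every 5-Htt+/+ library at the 3 strongest peaks, and against depth, since the difference at the strongest Slc6a4 peak was 5.17 with log2 total as a covariate. A candidate explanation is Pgk1 sequence carried by the targeted allele, as selection cassettes often hold a Pgk1 promoter and 3′ end: the 11 other tested peaks within 1 Mb of Pgk1 had a median absolute log2 difference of 0.0423 and 0 of them passed, while both Pgk1 peaks did. Strain sequence linked to the targeted allele stays open for the Gm44467-nearest peak, since of peaks with an unadjusted p under 0.001 other than those of Slc6a4 2 of 8 lay within 10 Mb of it (Fisher's exact test, p = 0.00708), but this includes the peak that raised the question, and without it 1 of 7 did (p = 0.109), too few to decide. For the count of 5, 2 of 100 splits gave as many, the real one included, and the highest other split gave 162 calls. The count alone therefore does not exclude chance, and a split with that many calls points to a structure of the libraries.

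5-Htt+/+ C replicate 4 had 0.22 CPM at the Xist promoter (3 reads), against 65.3 to 75.2 in the other 5 libraries of its group and 63.4 to 79.5 in all 35 others. Its autosomal values correlated with the mean of its group at 0.991, in the range of the others (0.99 to 0.993), but its total of 13.8 M was the lowest of the group. The rule fixed beforehand needed a total that was not the lowest as well, so by that rule a shallow or failed library stays undecided. As for a swap with another library of the series, 0 others had such a low Xist level. An exchange of labels would leave this number unchanged, so it cannot decide on a swap. A missing X chromosome or inactive X may lower genes that escape X inactivation, and 7 such genes, looked at first, had a median ratio of 0.581 to the other libraries with Kdm6a at 0.56 and Ddx3x at 0.495, while 565 other X-linked promoter peaks had a median ratio of 0.999. The test fixed beforehand on 4 further escape genes did not come out that way: their median ratio was 0.949, with 5530601H04Rik at 0.626, Utp14a at 0.878, Firre at 1.02 and 1810030O07Rik at 1.06, a spread that leaves this explanation undecided. A male animal could not be told from these peaks, because 0 of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had a promoter peak and the Y chromosome peaks held 17.2 CPM against 8.8 to 86.2 in the others.

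SU against C of 5-Htt+/+ mice gave 3121 peaks at an unadjusted p under 0.05, where chance gives 1310. The tables argue against library depth as the whole cause, since the number was 2945 with log2 total as a covariate, and against a trend with the level of a peak, since there were 2712 with cyclic loess scaling. Variation between libraries that the groups do not name stays open: with 2 surrogate variables the number was 1288, and it was 2039 without 5-Htt+/+ C replicate 6 and 2002 without 5-Htt+/+ SU replicate 5. Chance could not be excluded, since 8 of 100 splits gave as many, the highest of the others 4855, and such a split points to a structure of the libraries. Prenatal stress in mice that stayed sociable, which the design names, remains open and was not tested apart from the groups.

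For the remaining comparisons, SA against SU in 5-Htt+/+ mice had 2301 peaks at an unadjusted p under 0.05. As many were reached in 4 of 100 splits, the real one included (highest other 3513). The number was 1417 without 5-Htt+/+ SU replicate 5, 3720 without replicate 6 and 1286 with 2 surrogate variables, where chance gives 1310. Several comparisons were split in this way without correction, so chance was not excluded here. It was not excluded for the interaction of genotype, prenatal stress and sociability (1052, in 31 splits, highest other 2065), SA against SU in 5-Htt+/- (1268, in 12, highest other 1895), SA against C in 5-Htt+/+ (537, in 48, highest other 1766), SA against C in 5-Htt+/- (855, in 70, highest other 8121), SU against C in 5-Htt+/- (1061, in 55, highest other 8005) or prenatal stress (966, in 50, highest other 3458). Splits with 8121 and 8005 peaks point to a structure of the 5-Htt+/- libraries. On the second principal component, 5-Htt+/- C replicates 2 and 6 (62.1 and 47.1) and 5-Htt+/+ SU replicate 5 (49.4) had the highest values. The lowest was that of 5-Htt+/- C replicate 4 (−40.8). Whether this component sets these numbers was not tested. For the 5 genotype calls, 2 of 100 splits gave as many, the real one included, and the highest other gave 162. For the number of gene list calls chance was not excluded in any contrast: SU against C in 5-Htt+/+ (7 lists, in 6 splits, highest other 11), SA against SU in 5-Htt+/- (1, in 44, highest other 7), SA against C in 5-Htt+/- (1, in 81, highest other 12), SU against C in 5-Htt+/- (1, in 71, highest other 10) and prenatal stress (2, in 41, highest other 8). The p of a single list was not compared between splits. For the 1 call among the genes of the study selected by RNA, SA against SU in 5-Htt+/-, 3 splits gave as many and the highest other was 1, but the study chose these genes under the real grouping, which the other splits do not repeat, so this does not exclude chance.

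The effect of SA minus C differed between the genotypes at 13 promoters, among them by log2 0.51 at Slc45a4, 0.51 at Fam189a2, 0.58 at Zbtb18, 0.39 at Dmwd, 0.36 at Ttc7b, 0.43 at Wwp2, 0.51 at Mbd2, 0.37 at Pou3f3, 0.45 at Qk, 0.45 at Dyrk1a, 0.39 at 5730522E02Rik and 0.41 at Ryk. Few other splits gave as many calls (3 of 100 as large, the real one included), but the contrast was chosen after the data had been seen, so this does not exclude chance. The highest other split gave 1705 calls, which points to a structure of the libraries, and the count was 0 without 5-Htt+/- C replicate 6. The difference of Kdm5c between SU and C of 5-Htt+/+ mice was 0.21 (SE 0.07) and, without the library that lacked H3K4me3 at Xist, 0.114 (SE 0.06), so how much of it comes from that library cannot be told.

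A library stood apart from the rest of its group in 10 of 90 groups of values tested, where chance gives about 1 in 20. Besides Xist, these were 0.196 CPM at the Slc6a4 peak starting at 77009157 in 5-Htt+/+ SA replicate 3, 7.07 CPM there in 5-Htt+/- C replicate 2 and 2.81 CPM in 5-Htt+/- SA replicate 5, and 1.59 CPM at the Slc6a4 intron peak in 5-Htt+/+ SU replicate 1. The same library, of 3.86 M reads, had 1.33 CPM at Otop2 and 1.59 CPM at Mapk15. The others were 5.76 CPM at Mapk15 in 5-Htt+/+ C replicate 2, 52.5 CPM at Hcn4 in 5-Htt+/- SU replicate 3 and a choroid plexus score of −0.431 in that same library.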

How the results depend on the processing

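The omission of the libraries under 8 M reads, the log2 total as covariate, autosomal peaks only, position without single peaks, the serotonin list without Slc6a4 and all settings of SA minus C between genotypes were tests chosen after the result was seen; the other alternatives were fixed before. The alternatives gave 8232 values for 169 of the named results. Of these values, 7918 kept their direction and side of the threshold, 233 lost the call, 74 gained one and 7 reversed. Most values of Slc6a4, Gapdh and the study's genes without a low unadjusted p were not among the 169. The tally therefore does not show how often small differences reverse. Most of the 169 had not passed in the main test, and for them an unchanged side means still not passing. Reversed were the main Slc6a4 promoter between genotypes (−0.019 to 0.075 leaving out 1 library each, 0.02 with all), Dlx1 for SU against C in 5-Htt+/+ with loess scaling (0.026) and Dynlrb2 there with voom (0.014), loess (0.066) and 2 surrogate variables (0.085); the cause was not tested.

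Counts that moved by over 1.5 times are given by setting, and the cause was not tested unless stated. DESeq2 called 1 peak for SA against SU in 5-Htt+/+, 2 for SU against C in 5-Htt+/+ and 27 for SA minus C between genotypes (13 by edgeR). The likelihood ratio test called 3 for the interaction of genotype, prenatal stress and sociability, 2 for SU against C in 5-Htt+/+, 11 for SA against C in 5-Htt+/- and 65 for SA minus C. Voom called 2 for the interaction, 1 each for SA against SU in 5-Htt+/+ and in 5-Htt+/-, 2 each for SA and SU against C in 5-Htt+/-, 9 for genotype and 15 for prenatal stress. Loess scaling gave 2 for the interaction, 1 each for SU against C in 5-Htt+/+ and SA against C in 5-Htt+/-, and 37 for SA minus C. RLE factors gave 3 and no filter 3 for SA minus C. A mean of at least 50 reads gave 1 each for SU against C in 5-Htt+/+ and SA against C in 5-Htt+/-, and 27 for SA minus C. The 2 surrogate variables gave 6 for the interaction, 10 for SA against C in 5-Htt+/- and 58 for SA minus C. Only the groups in the contrast gave 12 for SA against SU in 5-Htt+/-, 7 for SA against C in 5-Htt+/+ and 2 for SA minus C; genotype and prenatal stress already use all groups. Autosomal peaks only gave 3 for genotype, because Pgk1 is X-linked, and 1 for SU against C in 5-Htt+/+.

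Gene list calls were 12, 1 with the estimated correlation, 0 with fry, 4 with 2 surrogate variables and 17 with all promoter peaks of a gene summed. Among the genes of the study selected by RNA, gene-body peaks gave 0 calls over the 9 contrasts, against 1 with promoter peaks, the likelihood ratio test with scaling factors from these peaks alone 22 and DESeq2 on these peaks alone 10. Both change the test and the scaling together. The planned test of position around Slc6a4 is not given, since 2 of its 3 peaks in every window are those of Slc6a4; without these and the Gm44467-nearest peak, the exact p for peaks with an unadjusted p under 0.001 was 0.109.

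Leaving out 1 library each, SU against C in 5-Htt+/+ ranged from 0 to 55 calls, with 55 without 5-Htt+/+ SU replicate 6 and 1 without 5-Htt+/+ C replicate 5, 5-Htt+/+ SU replicate 4, 5-Htt+/- C replicates 2, 4, 5 and 6, 5-Htt+/- SA replicates 2, 4 and 6, or 5-Htt+/- SU replicates 3 and 4. SA against C in 5-Htt+/- ranged from 0 to 30, with 30 without 5-Htt+/- C replicate 4 and 1 without C replicate 1. SA minus C ranged from 0 to 66, with 66 without 5-Htt+/- C replicate 4, 0 without C replicate 6, 3 without C replicate 2 and 7 without C replicates 3 or 5; 3 without 5-Htt+/- SA replicates 2 or 5, 4 without 4, 6 without 6 and 8 without 1; 4 without 5-Htt+/+ C replicate 1, 5 without 3 or 4, 7 without 5 and 3 without 6; and 2 without 5-Htt+/+ SA replicate 6, 3 without 1 and 4 without 4. Genotype ranged from 5 to 6, and the other 6 planned counts stayed at 0. Without the 3 libraries under 8 M reads genotype had 6 calls, SA minus C 15 and the other 8 planned counts were 0. Peaks at an unadjusted p under 0.05 moved by over 1.5 times for SA against C in 5-Htt+/- (1520 and 1342 without 5-Htt+/- C replicates 3 and 4), SA against SU in 5-Htt+/- (843 without 5-Htt+/- SU replicate 3), SU against C in 5-Htt+/- (1600 without 5-Htt+/- C replicate 2), prenatal stress (1848 and 1807 without 5-Htt+/- C replicates 2 and 6) and SA minus C (1412 without 5-Htt+/- C replicate 3).

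The replicate numbers do not pair the libraries: deviations of same-numbered libraries had a mean correlation of 0.00511, with 23 of 90 pairs over 0.1, and 6 of 36 libraries correlated best with their own number. With the replicate block SA minus C had 3 calls, the planned counts kept their values and the gene lists had 13 calls.

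Of peaks with a simulated log2 difference of 0.25, 34% were recovered for SU against C in 5-Htt+/+, 62% for genotype and 2% for the interaction of genotype, prenatal stress and sociability. The simulation did not vary depth, the number of animals or the spread, so which of them sets this limit was not tested.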

Other observations

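None of the tests in this part was chosen after the result was seen.

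Kif14 and Otop2, protein-coding genes that the study found changed in RNA, had promoter peaks that did not pass over all peaks in any contrast by edgeR. Kif14, a kinesin of cytokinesis, averaged 15.2 ± 3.18 CPM in 5-Htt+/- C, 17.7 ± 1.66 in SA and 18.2 ± 2.19 in SU, against 19 ± 2.49, 17.7 ± 2.03 and 15.4 ± 2.92 in the same 5-Htt+/+ groups (SD, n = 6 each). Otop2, a proton channel gene, averaged 3.06 ± 0.915 CPM in 5-Htt+/+ SU, with 1.33 in its library of 3.86 M reads, and 4.24 to 5.15 in the other 5 groups.

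At an unadjusted p under 0.05, the promoter peaks of the genes that the study selected by RNA numbered 137 for SU against C of 5-Htt+/+ mice alone. That is higher than the number of fragments quoted from the study above, but the counts are unlike, since the study used another test on its own set of fragments. The 137 peaks are 14.9% of those tested for these genes, against 11.9% of all tested peaks, and over all tested peaks the number for this contrast was 1288 with 2 surrogate variables, where chance gives 1310.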
